A study of Homo sapiens with 24 samples.

How the data were processed

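Histone H3 lysine 27 acetylation (H3K27ac), a mark of active promoters and enhancers, was measured by ChIP-seq in the human endothelial lines TeloHAEC and Eahy926. The series holds 24 libraries, 20 from immunoprecipitated chromatin and 4 from input chromatin. Per the labels, libraries were prepared on 2 days. Day 0 holds the untreated control and input libraries, and day 1 holds control and treated libraries, with 2 libraries per line and condition on each day. The number after the dot in a library's name is its biological replicate per the labels, which do not say that equal numbers mark a shared culture, so replicates were treated as unpaired.

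The authors aligned reads to hg19 with Bowtie2 and called peaks with MACS2, per the labels. Per the file headers, MACS 2.1.1.20160309 was run on each library alone, without an input file as control, at a p threshold of 0.001 with summit calling, with at most 1 tag kept per position and a local background range of 10000 bp. The deposited lists give for each summit the pileup, a signal of stacked fragments that is not scaled for depth. The deposited -log10 p and -log10 q come from a Poisson test of that pileup against the library's own background. The deposited fold enrichment is the ratio of the pileup to that background. The file headers state that q was not calculated, but the q column held values, which were used. Summits of 1 peak share its start and end, so each interval was counted once. These values are the authors', and the coverage of bins and all tests were computed here from the peak positions.

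No read counts per region were used, and libraries were compared by where peaks were called and how long they were. Peaks with -log10 q of 2 or more on the 22 autosomes and X were kept. The length under peaks was summed in 10-kb bins of hg19 for each library, divided by the library's total covered length and multiplied by the mean total of the ChIP libraries. This scaled length is given below as covered bp. Bins with at least 500 bp in at least 2 ChIP libraries were tested, which left 39412 bins. Values were analysed as log2(covered bp + 200) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes, without trend and without robust fitting). A single fit held 10 means, 1 for each line, treatment and library day, over the 20 ChIP libraries with 10 residual degrees of freedom. The SD of a bin was thus pooled over all groups, and a group at 0 in both libraries adds no spread. For bins at 0 in most groups that SD can lie below the spread of the covered libraries. The smallest p values of such bins rest on this. P values were adjusted by Benjamini-Hochberg over all tested bins, and bins at an adjusted p under 0.05 are called. Preparation and figures used python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

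The comparisons were TeloHAEC against Eahy926 controls over both days, each treatment against the day 1 controls of its line, the difference between lines in the mean response to both cytokines, IL1b against TNFa over both lines, and day 1 against day 0 controls. Replicated gains were counted over 89609 regions, made by merging the peaks of all ChIP libraries where they overlapped by at least 1 bp. A gained region had a peak in both treated libraries and in neither day 1 control library, and a lost region the reverse. Similarity of peak sets was measured by the Jaccard index, the bp shared by 2 libraries over the bp covered by either. Peak numbers of ChIP and input, and chromosome shares, were compared by exact permutation tests.

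These tests, the filter, the threshold, the alternative settings and the naming rule were chosen before the data were examined. The rule named, for each comparison, the 5 called bins per direction with the largest log2 difference among those in which every library of one group lay above every library of the other, and the 3 widest gained regions of each treatment. For the difference between lines, which has no single pair of groups, that condition was not applied. Gene windows and 13 gene lists had been planned, but the annotation at hand was on another genome build, so results are named by position, the planned fallback, and the gene lists were not run. The alternative settings were a stricter peak threshold, the lists as deposited, an equal number of top peaks by -log10 p in every library (the number in the shortest list as deposited, so that short lists take in peaks under the q threshold), quantile scaling, pseudocounts of 50 and 1000 bp, no filter, 50-kb bins, a replicate block, fits with the compared groups alone, controls of both days together, and each library left out in turn. An equal covered length of 14.5 Mb in every library, filled with peaks from the highest -log10 p down whatever their q, was added as a setting after the data were seen, because lists of equal peak number still differed in length, from 13.8 to 20.3 Mb in TeloHAEC and from 15.3 to 20.3 Mb in Eahy926 on day 1. Where leaving out a library left 1 in a group, that library was assumed to vary like those of the other groups.

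ChIP libraries held 18387194 to 21135399 tags after removal of duplicates on day 0 and 3843129 to 7122108 on day 1, input libraries held 13780878 to 16036165, and reads were 30 bp long on day 0 and 40 bp long on day 1. Depth limits which peaks can be called, so a bin at 0 bp had no peak above the threshold, which does not show that the mark was absent. The fit was tested on simulated data, in which normal noise was drawn around the mean of each bin with that bin's fitted SD, and 200 of 39412 bins with a mean of at least 500 bp were raised or lowered 2-, 4- or 8-fold in the first group. In comparisons of 2 against 2 libraries, 1.49% or fewer of bins changed 2-fold, 31.3% to 32.8% of those changed 4-fold and 60.6% to 65.2% of those changed 8-fold were called, with 4 or 5 false calls. In comparisons of 4 against 4 libraries, 64.2% to 67.2% of bins changed 4-fold were called. The noise was independent between libraries, around 1 mean per bin, so it held no effect of list length. These recoveries and false calls are therefore not error rates for the real libraries. Other pairings of the 4 libraries of a treatment comparison, which mix treated and control, called from 75 bins (Eahy926 TNFa) to 3303 (TeloHAEC VEGF omission).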

Results

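H3K27ac ChIP-seq was analysed in TeloHAEC, telomerase-immortalized human aortic endothelial cells, and in Eahy926, a human endothelial hybrid line. Each line had 2 control libraries from day 0 and 2 from day 1, and 2 day 1 libraries each after 24 h with 10 ng/ml interleukin 1 beta (IL1b), after 24 h with 10 ng/ml tumor necrosis factor alpha (TNFa), and after a change in vascular endothelial growth factor (VEGF). VEGF was omitted from the TeloHAEC medium, which normally contains it, and added to the Eahy926 medium, which lacks it. Day 0 ChIP libraries held 47904 to 58561 peaks over 34.0 to 40.3 Mb, and day 1 ChIP libraries held 28168 to 55044 peaks over 13.2 to 30.1 Mb. The shortest lists covered 13.2 Mb in TeloHAEC control 1.1, 14.1 Mb in TeloHAEC without VEGF 1.1 and 14.4 Mb in Eahy926 IL1b 1.2. Peak number did not follow depth alone, as TeloHAEC without VEGF 1.1 held 30550 peaks from 5169029 tags and TeloHAEC IL1b 1.2 held 46926 from 4611342. Depth still differed, as TeloHAEC control 1.1, the shortest list, was also the shallowest library, at 3843129 tags. Control 1.2 held 5260340 tags, and the cytokine libraries of TeloHAEC held 4611342 to 5912920. Whether the immunoprecipitation of the short lists was weaker was not tested. In a principal component analysis of the 20 ChIP libraries the first component placed all TeloHAEC libraries on one side and all Eahy926 libraries on the other.

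**Figure D1:**
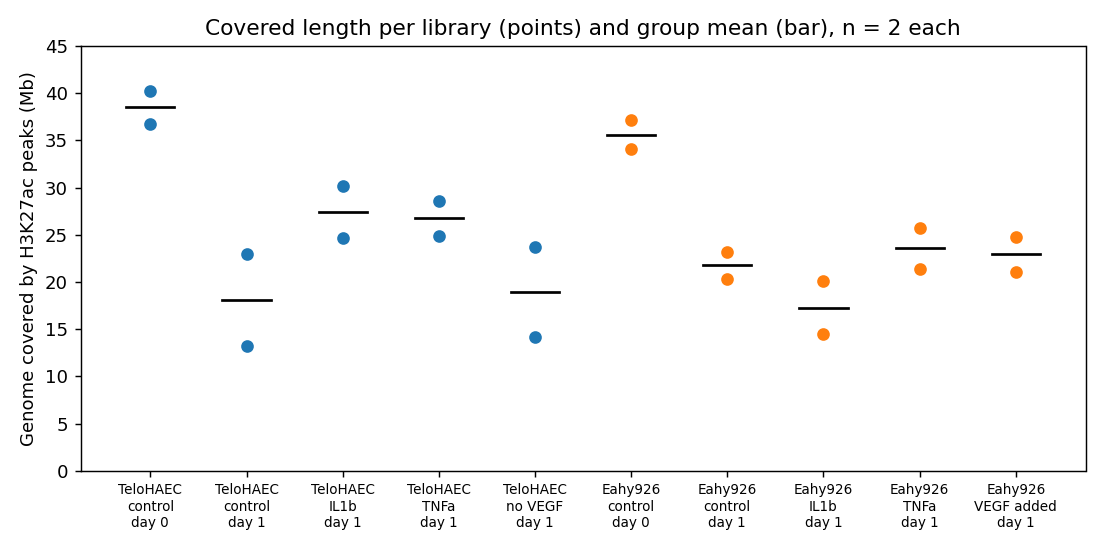
Genome length under H3K27ac peaks in Mb (vertical axis) for each line, treatment and library day (horizontal axis), with points for libraries and bars for group means (n = 2 each). Day 0 controls lie at 34.0 Mb and above, and the day 1 TeloHAEC controls lie apart at 13.2 and 22.98 Mb.

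Immunoprecipitated chromatin gave far more peaks than input. The 4 control ChIP libraries of day 0 held 52479.5 ± 5376 peaks (SD, n = 4), which covered 37.0 ± 2.54 Mb, and the 4 input libraries held 115.5 ± 18.5 peaks (SD, n = 4), which covered 55.8 ± 3.57 kb. The ratio of geometric means was 457 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 libraries allow). All 4 ChIP libraries lay above all 4 input libraries. Without any 1 library the log10 difference was 2.64 to 2.68, and the exact p was then 0.0571, the smallest that 7 libraries allow.

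The control profiles of the lines differed over much of the tested genome. On chromosome 13, the bin from 37700001 to 37710000 held 2582 ± 463 covered bp in TeloHAEC controls (SD, n = 4) and was listed at 0 in all 4 Eahy926 controls (adjusted p = 9.4e-10). On chromosome 3, the bin from 37940001 to 37950000 held 2332 ± 345 bp in TeloHAEC and was at 0 in Eahy926 (adjusted p = 7.1e-10). In the opposite direction, the bin on chromosome 8 from 6150001 to 6160000 was at 0 in all TeloHAEC controls and held 2639 ± 213 bp in Eahy926 (SD, n = 4, adjusted p = 1.6e-09), and the bin on chromosome 20 from 13010001 to 13020000 was at 0 in TeloHAEC and held 2585 ± 782 bp in Eahy926 (adjusted p = 6.5e-10). The other named bins were on chromosomes 20, 17 and X (higher in TeloHAEC, 2137 to 2259 bp against 0) and on chromosomes 21, 8 and 17 (higher in Eahy926, 2378 to 2411 bp against 0), and all 10 were called in every alternative setting and with every control left out. The longest run of adjacent called bins higher in TeloHAEC spanned 90 kb on chromosome 6 from 46840001 to 46930000, and the longest run lower in TeloHAEC spanned 70 kb on chromosome 1 from 238790001 to 238860000.

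In total 16938 of 39412 bins were called between the lines (limma), 8998 higher and 7940 lower in TeloHAEC. The groups did not overlap in 9085 of these bins. In 50-kb bins the count was 10640 of 23431, with 5305 higher and 5335 lower in TeloHAEC. With equal covered length it was 9212 of 25200, with 4901 higher and 4311 lower. Both settings had fewer bins to test.

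Coverage was also spread differently over the chromosomes. Chromosome 13 held 2.61 ± 0.196% of covered bp in TeloHAEC controls and 1.84 ± 0.246% in Eahy926 controls (SD, n = 4 each), a ratio of 1.42. Chromosome 12 held 5.26 ± 0.113% and 6.27 ± 0.275%, a ratio of 0.839, chromosome 22 held 1.82 ± 0.167% and 1.55 ± 0.0442%, and chromosome 10 held 4.94 ± 0.0773% and 4.34 ± 0.0297%. Chromosome X held 2.28 ± 0.389% and 2.85 ± 0.242%, the lowest ratio at 0.798. For each of these chromosomes the difference had the same sign in the controls of day 0 and of day 1. Of 23 chromosomes, 11 separated the 4 TeloHAEC from the 4 Eahy926 controls, where chance gives 0.657. Each of the 11 had an exact permutation p of 0.0286, the smallest possible, and an adjusted p of 0.0597, so none passed 0.05 after adjustment. Peaks were called without input as control, so whether acetylation or the amount of DNA per chromosome differs was not tested.

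**Figure D2:**
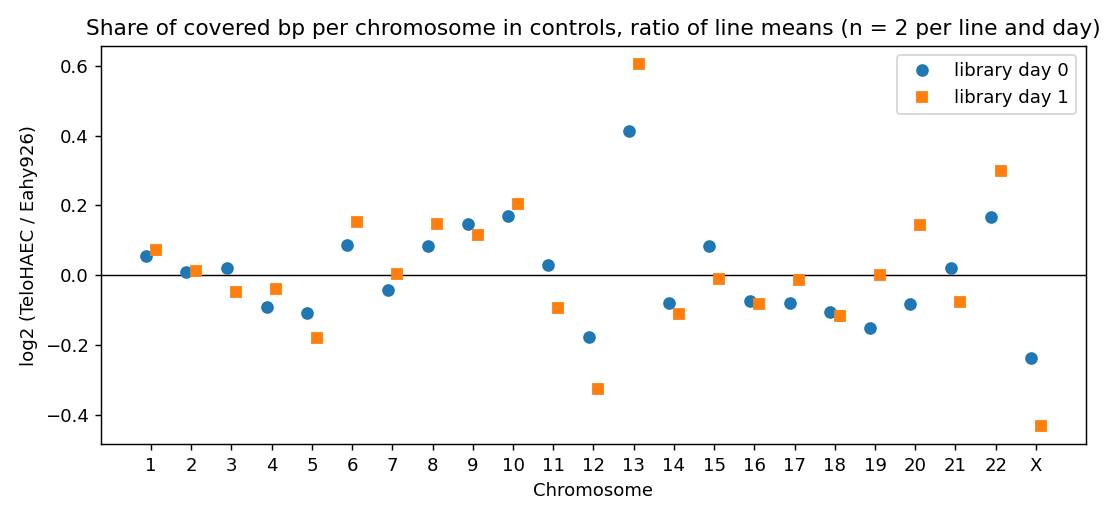
Log2 ratio of the TeloHAEC to the Eahy926 mean share of covered bp (vertical axis) for each chromosome (horizontal axis) in the controls of day 0 (circles) and day 1 (squares), n = 2 libraries per line and day. Chromosome 13 lies highest on both days, at 0.41 and 0.61.

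To show which regulatory regions respond to an inflammatory cytokine in aortic endothelial cells, TeloHAEC IL1b was compared with the day 1 control. On chromosome 17, the bin from 32560001 to 32570000 rose from 0 in both controls to 1727 ± 37.0 bp (SD, n = 2, adjusted p = 1.8e-06). On chromosome 2, the bin from 192060001 to 192070000 rose from 0 to 1479.6 ± 115 bp (adjusted p = 3.9e-06), and the bin on chromosome 19 from 57780001 to 57790000 rose from 0 to 1424 ± 176 bp (adjusted p = 3e-06). The bins on chromosome 11 from 8860001 to 8870000 and on chromosome 7 from 18540001 to 18550000 rose from 0 to 1576 ± 0.323 and 1552 ± 309 bp. These 5 bins were called in every alternative setting and with every library left out, but in the day 0 controls of TeloHAEC the bins on chromosomes 17, 11 and 7 held 503 ± 174, 227 ± 26.8 and 614 ± 10.6 bp (SD, n = 2), so only those on chromosomes 2 and 19 were at 0 in all 4 controls. Among bins that fell, the bin on chromosome X from 102880001 to 102890000 went from 1232 ± 462 bp to 0 (adjusted p = 0.00056) and the bin on chromosome 19 from 41720001 to 41730000 from 1198 ± 268 bp to 0 (adjusted p = 0.0004). Neither was called with stricter peaks, with equal covered length or with the compared groups alone, nor the bin on chromosome 19 with an equal number of top peaks.

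Of 39412 bins, 1689 were called with IL1b in TeloHAEC (limma), 1351 higher and 338 lower. The split into higher and lower moved with the treatment of list length and scaling. It was 1123 higher and 489 lower with quantile scaling, 806 and 501 with an equal number of top peaks per library, 485 and 488 with an equal covered length per library, and 1258 and 1262 against the controls of both days. Without control 1.2, which leaves the short list of control 1.1 alone, 7062 bins were called.

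**Figure D3:**
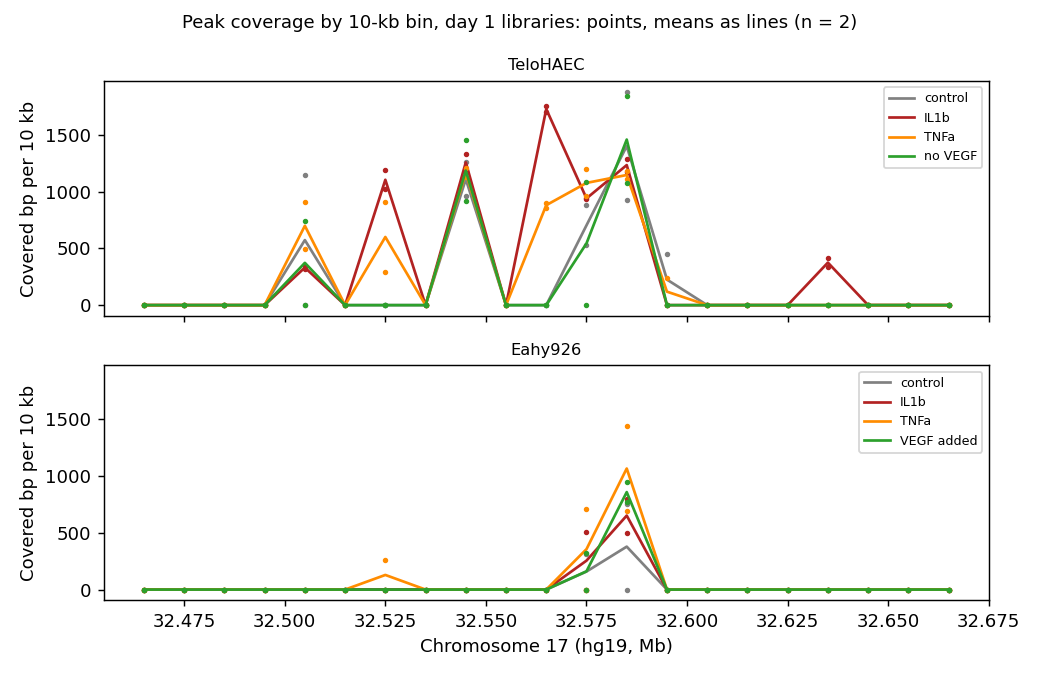
Covered bp per 10-kb bin (vertical axis) along chromosome 17 (horizontal axis, hg19, Mb) in day 1 libraries, with points for libraries and lines for means (n = 2), TeloHAEC above and Eahy926 below. At 32560001 the IL1b libraries held 1727 bp and the TNFa libraries 881 bp on average, while day 1 TeloHAEC controls and all Eahy926 libraries were at 0.

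TNFa, the other inflammatory cytokine, changed TeloHAEC bins that IL1b also changed. On chromosome 2, the bin from 134360001 to 134370000 rose from 0 in both day 1 controls to 1327 ± 98.8 bp (SD, n = 2, adjusted p = 0.00054) and held 1126 ± 159.7 bp with IL1b. On chromosome 2, the bin from 28900001 to 28910000 rose from 0 to 1307 ± 123 bp (adjusted p = 0.00039), and it too was higher with IL1b, at 1221 ± 229 bp. On chromosome 20, the bin from 30740001 to 30750000 rose from 0 to 1306 ± 276 bp (adjusted p = 0.00019), though the day 0 controls held 438 ± 293 bp and the compared groups alone did not call it. On chromosome 17, the bin from 32560001 to 32570000 held 881 ± 32.1 bp with TNFa (adjusted p = 6.2e-06). On chromosome 3, the bin from 133710001 to 133720000 fell from 1013 ± 258 bp to 0 with both cytokines (SD, n = 2, adjusted p = 4e-05 with TNFa and 2.9e-05 with IL1b), and in the TNFa comparison it was no longer called with stricter peaks, lists of equal peak number or equal length, or the compared groups alone. The same settings ended the call of the bin with the largest fall, on chromosome 6 from 144120001 to 144130000, from 1597 ± 345.3 bp to 0 (adjusted p = 0.0025). The bin with the largest rise, on chromosome 5 from 158600001 to 158610000, held 1340.4 ± 133 bp against 0 in the day 1 controls and 918 ± 2.54 bp in the day 0 controls. Its adjusted p was 0.0499, and leaving out any 1 of the 4 libraries ended that call.

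With TNFa 1400 bins were called in TeloHAEC, 1165 higher and 235 lower. Both cytokines had 814 higher bins in common, where independent lists would share 39.9, and 92 lower bins, where they would share 2.02. No bin was higher with one cytokine and lower with the other. Both comparisons use the same 2 controls, which alone ties them. Noise simulated with shared controls gave a covariance of 0.0920 between the responses across bins, against 0.403 in the data. That noise was independent between libraries, with 1 SD per bin over all groups. It left out the unequal list lengths of the 2 day 1 controls (13.2 and 22.98 Mb), which enter both responses. The gap therefore does not show a shared cytokine response beyond the shared controls. The split with TNFa was 841 higher and 319 lower with quantile scaling, 616 and 373 with an equal number of top peaks, 345 and 368 with equal covered length, and 1078 and 1204 against the controls of both days. Without control 1.2, 6512 bins were called.

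**Figure D4:**
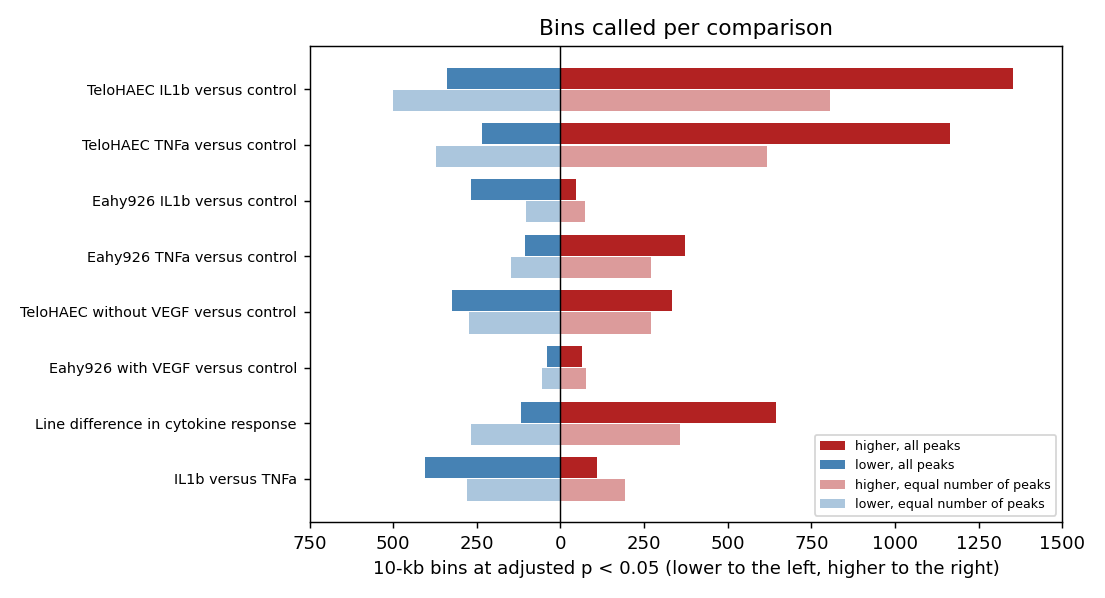
Number of 10-kb bins at an adjusted p under 0.05 (horizontal axis), lower to the left and higher to the right, for each comparison (vertical axis), with all peaks (dark) and with an equal number of top peaks in every library (light). TeloHAEC with IL1b has 1351 higher bins with all peaks and 806 with an equal number of peaks.

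In Eahy926, IL1b changed fewer bins, and most called bins were lower. On chromosome 1, the bin from 238750001 to 238760000 fell from 1088 ± 72.6 bp in the day 1 control to 0 in both IL1b libraries (SD, n = 2, adjusted p = 4.9e-06), while it held 1273 ± 40.1 bp with TNFa, 1199 ± 97.9 bp with VEGF and 1285 ± 18.9 bp in the day 0 control. On chromosome 2, the bin from 47760001 to 47770000 fell from 1229 ± 123 bp to 0 (adjusted p = 0.00074). Among bins that rose, the bin on chromosome 14 from 100460001 to 100470000 went from 0 to 965 ± 147 bp (adjusted p = 9.8e-05) and the bin on chromosome 11 from 1890001 to 1900000 from 0 to 726 ± 32.5 bp (adjusted p = 3.7e-05). The day 0 control held 579 ± 206 bp in the bin on chromosome 14. With stricter peaks the bins on chromosomes 1, 2 and 14 were no longer called. The compared groups alone ended the calls on chromosomes 2 and 14, and lists of equal peak number or equal length that on chromosome 2. The bins on chromosomes 14 and 11 were not tested with such lists, nor that on chromosome 11 with stricter peaks. The bin on chromosome 1 was tested in 10 of 11 settings.

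IL1b gave 313 called bins in Eahy926, 46 higher and 267 lower. The other pairings of the same 4 libraries gave 240 and 182, and 3 pairings are too few for a test. With an equal number of top peaks the count was 175, with 72 higher and 103 lower, with equal covered length it was 83, with 46 higher and 37 lower, and against the controls of both days it was 1967, with 316 higher and 1651 lower. Without IL1b 1.1, which leaves the short list of IL1b 1.2 alone, 1810 bins were called.

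TNFa raised in Eahy926 several of the regions it raised in TeloHAEC. On chromosome 12, the bin from 105320001 to 105330000 rose from 0 to 1646 ± 173 bp in Eahy926 (SD, n = 2, adjusted p = 1.1e-06), and in TeloHAEC it rose from 0 to 933 ± 77.5 bp with TNFa and to 1111 ± 100.1 bp with IL1b. On chromosome 5, the bin from 76120001 to 76130000 rose from 0 to 1442 ± 152 bp in Eahy926 (adjusted p = 1.1e-06), and in TeloHAEC from 0 to 944 ± 38.6 bp with TNFa and 945 ± 158 bp with IL1b. Both bins were at 0 in all 8 controls and with IL1b in Eahy926. On chromosome 17, the bin from 57150001 to 57160000 rose from 0 in the day 1 controls to 1520.4 ± 128 bp in Eahy926 (adjusted p = 2.4e-05) and to 1132 ± 38.3 bp in TeloHAEC, while the day 0 controls held 355 ± 203 and 365 ± 74.5 bp. On chromosome 8, the bin from 17200001 to 17210000 rose from 0 to 1323 ± 125 bp in Eahy926 (adjusted p = 3.1e-05), and TeloHAEC day 1 controls already held 1849 ± 653 bp there. Among bins that fell, the bin on chromosome 15 from 99980001 to 99990000 went from 1021 ± 8.28 bp to 0 in Eahy926 with TNFa (adjusted p = 0.0006), and it lost the call with stricter peaks and with lists of equal peak number or equal length. Equal length also ended the call of the bin on chromosome 5.

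With TNFa 478 bins were called in Eahy926, 372 higher and 106 lower, and 92 of the higher bins were also higher with TNFa in TeloHAEC, 8.37 times the number expected of independent lists. That number was 50 of 271 with an equal number of top peaks, 9.69 times the expected, and 31 of 198 with equal covered length, 11.4 times the expected. For IL1b, 1 higher bin was common to both lines, where 1.58 were expected. That bin, on chromosome 6 from 79410001 to 79420000 and singled out after its values were seen, rose from 0 to 530.2 ± 20.5 bp in TeloHAEC and to 408 ± 105.1 bp in Eahy926 (SD, n = 2, adjusted p = 0.0019 and 0.021). The TNFa split in Eahy926 was 271 higher and 149 lower with an equal number of top peaks and 198 and 164 with equal covered length, and it turned to 416 higher and 867 lower against the controls of both days. Without TNFa 1.2 it was 315 higher and 246 lower.

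The responses of the lines were compared directly by the difference between the mean cytokine responses. On chromosome 17, the bin from 74490001 to 74500000 held 149 ± 211 bp in the TeloHAEC day 1 control, 1325 ± 103 bp with IL1b and 1378 ± 86.5 bp with TNFa, while Eahy926 held 505 ± 63.9, 167 ± 236 and 0 bp (SD, n = 2 each). The log2 response differed by 3.76 (SE 0.61, adjusted p = 0.0058). On chromosome 1, the bin from 211820001 to 211830000 differed by 3.61 (SE 0.58, adjusted p = 0.0053), with 0 bp in the TeloHAEC control, 1021 ± 235 bp with IL1b and 816 ± 330.2 bp with TNFa, against 423 ± 57.1, 0 and 271 ± 384 bp in Eahy926. Both bins were called in every setting that tested them and with every library left out. In the opposite direction the bin on chromosome 17 from 62830001 to 62840000 differed by -3.26 (SE 0.43, adjusted p = 0.0014), as it fell in TeloHAEC from 461 ± 231 bp to 0 with both cytokines, and held 0 bp in the Eahy926 control, 500.2 ± 15.5 bp with IL1b and 316 ± 82.8 bp with TNFa. That call was lost with stricter peaks and with lists of equal peak number or equal length.

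The responses differed between lines in 762 bins, 645 with the larger value in TeloHAEC and 117 with the larger value in Eahy926. In a fit that called 782 such bins, 7 of 100 relabellings within lines, the real one included, called as many, so chance was not excluded. With quantile scaling there were 278 and 95 such bins, with an equal number of top peaks 358 and 266, and with equal covered length 216 and 246. Without TeloHAEC control 1.2 the count was 4862, and without Eahy926 IL1b 1.1 it was 1245.

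IL1b and TNFa were compared with each other over both lines. On chromosome 17, the bin from 9290001 to 9300000 held 917 ± 239 bp with TNFa and 84.8 ± 169.5 bp with IL1b (SD, n = 4 each, adjusted p = 0.00067), and the bin on chromosome 15 from 89860001 to 89870000 held 962 ± 228 bp with TNFa and 120 ± 241 bp with IL1b (adjusted p = 0.0028). Each was higher with TNFa in both lines. On chromosome X, the bin from 21960001 to 21970000 held 620.0 ± 284 bp with IL1b and 0 with TNFa (SD, n = 4, adjusted p = 0.003), it was also covered in Eahy926 controls, and it lost the call with stricter peaks and an equal number of top peaks. The bins on chromosomes 17 and 15 lost the call with the compared groups alone. The bin on chromosome 17 was not tested with stricter peaks or with lists of equal peak number or equal length. The fit of the compared groups alone called 1141 bins, and 2 of 18 splits, the real one included, called at least as many. With 18 splits a share under 0.05 cannot be reached, so chance was not excluded. In the main fit 513 bins were called, 108 higher with IL1b and 405 higher with TNFa. Quantile scaling gave 103 and 175, and an equal number of top peaks gave 194 and 278, and equal covered length gave 202 and 206. Without Eahy926 IL1b 1.1 the count was 1405.

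Omission of VEGF from the TeloHAEC medium changed bins in both directions. On chromosome 1, the bin from 153900001 to 153910000 fell from 1200.3 ± 315 bp in the day 1 control to 0 (SD, n = 2, adjusted p = 3.9e-05), and the bin on chromosome 7 from 5610001 to 5620000 fell from 1061 ± 128 bp to 0 (adjusted p = 5e-05). The day 0 controls, also grown with VEGF, held 509.6 ± 107 and 444 ± 112 bp in these bins. On chromosome 13, the bin from 107570001 to 107580000 rose from 0 to 1375 ± 309.7 bp without VEGF (adjusted p = 3.9e-05). In that bin the day 0 controls held 1276 ± 169.6 bp, and the IL1b libraries held 1030.4 ± 27.5 bp, so the 2 day 1 controls stood alone at 0 among TeloHAEC groups. All 3 bins lost the call with stricter peaks and with the compared groups alone. The bins on chromosomes 7 and 13 also lost it with lists of equal peak number or equal length. The bin on chromosome 1 was not tested with such lists. The bin on chromosome 7 also lost the call with the peaks as deposited. Without VEGF 657 bins were called in TeloHAEC, 332 higher and 325 lower, against 773 higher and 2018 lower with the controls of both days. With equal covered length 183 were called, of which 78 were higher, and with the compared groups alone 81, of which 39 were higher. The other ways of pairing the same 4 libraries gave 513 bins and, for replicates 1.1 against 1.2, 3303 bins. Each library decided the count, which was 4105 without control 1.2, 2678 without no-VEGF 1.2, 1125 without control 1.1 and 1041 without no-VEGF 1.1, and the majority turned from lower without control 1.1 to higher without control 1.2.

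Addition of VEGF to Eahy926 changed few bins. On chromosome 11, the bin from 65840001 to 65850000 rose from 0 to 970.5 ± 88.7 bp (SD, n = 2, adjusted p = 6.1e-05) and was at 0 in both cytokine groups, while the day 0 control held 249 ± 93.0 bp. On chromosome 22, the bin from 32530001 to 32540000 rose from 0 to 1218 ± 117 bp (adjusted p = 0.0034), but it also rose with IL1b, to 821 ± 69.2 bp, and the day 0 control held 900.0 ± 248 bp. On chromosome 3, the bin from 58570001 to 58580000 fell from 619 ± 138 bp to 0 (adjusted p = 0.01). All 3 lost the call with the compared groups alone. The bins on chromosomes 22 and 3 also lost it with stricter peaks, an equal number of top peaks and a pseudocount of 1000 bp. Each of them lost it in 5 settings in all. The bin on chromosome 11 also lost it with the peaks as deposited. It was not tested with stricter peaks or with lists of equal peak number or equal length. In all, 102 bins were called, 63 higher and 39 lower, and the other pairings of the same 4 libraries gave 143 and 113. The split turned to 128 higher and 733 lower against the controls of both days and to 46 and 58 with equal covered length. The count was 7 with a pseudocount of 1000 bp. It was 215, 242, 262 and 260 without VEGF 1.1, VEGF 1.2, control 1.1 and control 1.2, and without VEGF 1.2 more bins were lower than higher, 143 against 99.

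Library day separated the controls in many bins. On chromosome 7, the bin from 83820001 to 83830000 held 1476 ± 448 bp in the 4 day 0 controls and 0 in all 4 day 1 controls (SD, n = 4, adjusted p = 0.00014), and the bin on chromosome 17 from 19410001 to 19420000 held 1355 ± 147 bp and 0 (adjusted p = 0.00065). On chromosome 12, the bin from 111860001 to 111870000 was at 0 on day 0 and held 773 ± 534 bp on day 1 (adjusted p = 0.00011). Between days 8064 bins were called, 3176 higher and 4888 lower on day 1, and the majority turned round with equal covered length, to 4202 higher and 2178 lower. The median difference of all bins was -0.11 on the log2 scale. Without Eahy926 control 0.1 the count was 5030 and without TeloHAEC control 0.2 it was 5176. Treated libraries were made on day 1 only, and the controls of day 0 entered treatment comparisons only where controls of both days are named.

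Gains of whole peaks were counted over 89609 merged regions. With IL1b in TeloHAEC the widest gained region lay on chromosome 8 from 17082144 to 17085159, with TNFa on chromosome 15 from 95868468 to 95872640, and without VEGF on chromosome 4 from 128702987 to 128705721. In Eahy926 the widest lay on chromosome 11 from 68080771 to 68083136 with IL1b and on chromosome 5 from 162930215 to 162933499 with both TNFa and VEGF. These regions held a peak in 17, 14, 12, 17 and 16 of the 20 ChIP libraries, in this order, so most libraries had the peak and the 2 day 1 controls of the line lacked it. TeloHAEC gained 4544 and lost 502 regions with IL1b, gained 4115 and lost 384 with TNFa, and gained 960 and lost 794 without VEGF. Eahy926 gained 279 and lost 1854 with IL1b, gained 1808 and lost 857 with TNFa, and gained 966 and lost 680 with VEGF. Splits of the same libraries by replicate number or crosswise gave up to 2364 regions for TeloHAEC IL1b, 2243 for TNFa, 4698 for VEGF omission, 1278 for Eahy926 IL1b, 1184 for TNFa and 1199 for VEGF, and with 3 splits an exact test cannot reach 0.05. With an equal number of top peaks the TeloHAEC gains were 1924 with IL1b and 1627 with TNFa, and Eahy926 gained 707 with IL1b. With equal covered length they were 1010, 842 and 1099, and Eahy926 gained 832 with TNFa and 492 with VEGF. Of the gained regions, 1620, 1436 and 209 in TeloHAEC (IL1b, TNFa, VEGF omission) and 45, 639 and 246 in Eahy926 (IL1b, TNFa, VEGF) also lacked a peak in both day 0 controls.

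Regions with a peak in all 4 cytokine libraries of a line and in none of its 4 other day 1 libraries numbered 905 in TeloHAEC, and 20 showed the reverse. This was the highest of the 70 ways to label 4 of the 8 libraries, the next being 300 (exact permutation p = 0.0143, one-sided). The cytokine libraries of TeloHAEC have the 4 longest lists (46926 to 55044 peaks, the others 29038 to 45618), which favours that labelling whatever the treatment. With an equal number of top peaks the count was 287, the next being 126, but these lists were still the longest. With equal covered length it was 130, and 5 of 70 labellings gave as many (exact permutation p = 0.0714, one-sided). The reverse labelling gave 282. In that setting the cytokine libraries held the fewest peaks (19926 to 22897, the others 22907 to 32861), which favours the reverse labelling whatever the treatment. Of the 905 regions, 341 also lacked a peak in both day 0 controls. In Eahy926 13 regions met this condition and 88 the reverse, and 50 of 70 labellings gave as many (exact permutation p = 0.714, one-sided). With an equal number of top peaks 22 labellings gave as many, and with equal covered length 13. Eahy926 IL1b 1.2 has the shortest list of that line (14.4 Mb), which with all peaks works against the real labelling whatever the treatment.

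Similarity between libraries of the same treatment was compared with other pairings of the day 1 libraries. In Eahy926 the mean Jaccard index of the 4 same-treatment pairs was 0.557, against 0.545 over all pairings of the 8 day 1 libraries (exact permutation p = 0.0476, one-sided). It was 0.563 with an equal number of top peaks, where the p was 0.0667, and without any 1 treatment the p was 0.0667 to 0.333. In TeloHAEC the index was 0.467 against 0.450 (exact permutation p = 0.152, one-sided), with 0.543 for both the IL1b and the TNFa pair, 0.413 for the pair without VEGF and 0.369 for the control pair. Pairs from different lines, of the same or different days, had a median index of 0.329. Pairs from the same line had a median of 0.525 on the same day and 0.443 on different days.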

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

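In this part the tests of unequal list length and equal covered length, of a cytokine response shared by both lines, of the short lists of the 1.1 libraries and of a VEGF response shared by both lines were chosen only after the results were seen.

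TeloHAEC control 1.1 lay far from the other 3 TeloHAEC controls in the share of covered bp on 4 chromosomes. It held 7.52% on chromosome 2 (the others 7.96% to 8.003%), 3.57% on chromosome 16 (3.14% to 3.18%), 3.60% on chromosome 19 (2.90% to 2.99%) and 2.07% on chromosome 22 (1.72% to 1.77%). Chance marks about 1 in 20 groups, or 3.5 of the 70 groups tested, and 4 were marked. All 4 were in the library with the shortest list, and shares of 1 library are tied because they add up to 100%.

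The mean cytokine response differed between the lines in 762 bins, by a test of the difference itself. Of 100 relabellings drawn at random within lines, with the real labels included, 7 called at least as many bins as the 782 of the fit used for that test, and the highest other gave 1026, so chance could not be excluded. The splits below were run in fits of the compared libraries alone, so their real counts differ from those of the report, 16938 between lines, 513 for IL1b against TNFa and 8064 for library day. For the control profiles, fitted as 2 groups without library day, 1 of 35 splits of the 8 libraries, the real one, called as many as 7863 bins, and the highest other, the split by library day, called 893, so chance was excluded. For IL1b against TNFa, 2 of 18 splits called at least the real 1141 bins, with 1172 as the highest other, and for library day 1 of 18 called the real 10085, with 5449 as the highest other. In both cases 18 splits are too few for a share under 0.05.

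Bins called with IL1b and TNFa in TeloHAEC leaned to higher coverage. Without control 1.1 at least 77.6% of the called bins were higher with either cytokine, which argues against the short list of that library as the whole cause. Unequal length of the lists may account for the lean. Depth was unequal too, with 3843129 tags in control 1.1, the fewest of the ChIP libraries. With equal covered length at most 49.8% of called bins were higher (49.8% for IL1b, 48.4% for TNFa). For library day the share of higher bins turned from 39.4% with all peaks to 65.9% in that setting. That setting alone cannot decide the cytokine lean, because it left peak number unequal. The TeloHAEC controls then held 32861 and 23174 peaks against 19926 to 22897 in the cytokine libraries, which favours calls of lower coverage. With lists of equal peak number, which still differed in covered length, the share was 61.7% and 62.3%, 48.7% to 49.96% without a treated library and 63.2% to 68.5% without a control, and whether the cytokines themselves lengthened the lists was not tested. A cytokine response shared by both lines also stays open for part of the bins, since bins higher under both cytokines in TeloHAEC were called higher with TNFa in Eahy926 10.2 times as often as independent lists would be (78 against 7.68, and 28 against 1.71 with equal covered length), though not with IL1b (1 against 0.950).

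In TeloHAEC 1 of 70 labellings, the real one, gave 905 regions with a peak in the cytokine libraries only (highest other 300), and with equal covered length 5 of 70 gave at least the real 130 (highest other 282). Cytokine treatment as a mark of these regions cannot be told apart from list length there, because the cytokine libraries have the 4 longest lists. With equal covered length the cytokine libraries instead hold the fewest peaks, which favours the reverse labelling, so that setting does not decide it either. In Eahy926 50 of 70 labellings gave at least the real 13 (highest other 156), 22 with an equal number of top peaks and 13 with equal covered length. The real labelling stood out in none of these settings. IL1b 1.2 has the shortest Eahy926 list (14.4 Mb), which with all peaks works against the real labelling whatever the treatment. With equal covered length 51 regions met the condition and 28 the reverse. Regions marked by both cytokines were therefore neither shown nor excluded in that line.

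Bins called with IL1b in Eahy926 leaned to lower coverage. Without IL1b 1.2, the short list, 73.0% of called bins were still lower, which argues against that library as the whole cause. In lists with an equal number of top peaks 103 of 175 called bins were lower. With equal covered length 37 of 83 were (44.6%), so unequal length of the lists may account for the lean. In that setting the IL1b libraries held 22715 and 28180 peaks against 24318 and 19459 in the day 1 controls. The short list, IL1b 1.2, then had the most peaks of these, which favours gains, so the setting alone cannot decide it. A loss of acetylation through IL1b itself also stays open, and no biological explanation was tested for this pattern.

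Bins called on VEGF omission in TeloHAEC were fewer than those called by replicate number. The split of the same 4 libraries into 1.1 and 1.2 called 5.03 times as many bins, 3303 against 657, which points to a structure of the samples, as the lists of control 1.1 and no-VEGF 1.1 are the short ones, and these short lists may account for part of the calls. Whether the immunoprecipitation of these 2 libraries was weaker was not tested, and it would bear on every TeloHAEC comparison with the day 1 controls. A VEGF response shared by both lines was not decided, as 4.72 times the expected number of bins moved in opposite directions on VEGF omission in TeloHAEC and VEGF addition in Eahy926, but that rests on 4 bins against 0.848 expected, 1 bin, on chromosome 2 from 198570001, was lower in both, and the responses correlated at 0.01 over all bins. These bins, singled out after their values were seen, start at 18370001 on chromosome 6 and 33460001 on chromosome 17 (higher on omission) and at 128520001 on chromosome 3 and 39610001 on chromosome 21 (lower on omission).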

How the results depend on the processing

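In this part the tests with equal covered length and those that combine an equal number of top peaks with a library left out were chosen only after the results were seen, as was the overlap of 50% of a region.

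What depth limits was not tested by thinning reads. The count of bins between lines stayed within 1.5 times under 17 settings and moved under 2, and the count for library day stayed under 16 and moved under 3. The ChIP to input difference kept its direction everywhere. Without 1 library it was 2.64 to 2.68 on the log10 scale (2.65 to 2.67 for 3 of the ChIP libraries), with an exact p of 0.0571 that 7 libraries cannot pass. For results below that moved, the cause was not tested, except where it is given.

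With stricter peaks VEGF addition gave 160 bins, and gained regions were 582 for VEGF omission and 161 for Eahy926 IL1b. With an equal number of top peaks Eahy926 IL1b gave 175 bins, gained regions were 1924 (TeloHAEC IL1b), 1627 (TeloHAEC TNFa) and 707 (Eahy926 IL1b), and the replicate similarity in Eahy926 was 0.563, no longer past the threshold. With equal covered length there were 9212 bins between lines, 973 and 713 for IL1b and TNFa in TeloHAEC, 83 for Eahy926 IL1b, 183 for VEGF omission and 462 for the line difference in response, and gained regions were 1010 and 842 in TeloHAEC (IL1b, TNFa) and 1099, 832 and 492 in Eahy926 (IL1b, TNFa, VEGF addition). Quantile scaling gave 373 bins for the line difference in response and 278 for IL1b against TNFa. A pseudocount of 1000 bp gave 187 bins for Eahy926 IL1b, 7 for VEGF addition, 459 for the line difference in response and 173 for IL1b against TNFa. Without the filter the counts were 804 (Eahy926 TNFa), 248 (VEGF addition), 1525 (line difference in response) and 1114 (IL1b against TNFa). Bins of 50 kb, fewer by construction, gave 10640 between lines, 772 and 577 for IL1b and TNFa in TeloHAEC, 162 and 229 in Eahy926, 288 for VEGF omission, 37 for VEGF addition, 304 for the line difference in response, 179 for IL1b against TNFa and 3935 for library day.

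A replicate block gave 63 bins for VEGF addition and left 9 of 10 counts of bins within 1.5 times. The block fitted 1 shift between replicate numbers per library day, common to both lines. It therefore does not test pairing within a line. Deviations of libraries with the same number correlated at -0.04 to 0.16, so the numbers gave little sign of pairing. With the compared groups alone there were 833 and 722 bins for IL1b and TNFa in TeloHAEC, 81 for VEGF omission and 1141 for IL1b against TNFa. With controls of both days together, which brings the difference between days into the comparison, there were 2282 bins for TeloHAEC TNFa, 2791 for VEGF omission, 1967 and 1283 for IL1b and TNFa in Eahy926 and 861 for VEGF addition.

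With each library left out in turn the counts ranged from 1328 to 7062 (TeloHAEC IL1b), 1123 to 6512 (TeloHAEC TNFa), 407 to 1810 (Eahy926 IL1b), 506 to 595 (Eahy926 TNFa), 1041 to 4105 (VEGF omission, with 2678 without no-VEGF 1.2 and 1125 without control 1.1), 215 to 262 (VEGF addition, with 242 without VEGF 1.2 and 260 without control 1.2), 662 to 4862 (line difference in response, with 1245 without Eahy926 IL1b 1.1), 519 to 1405 (IL1b against TNFa) and 5030 to 11937 (library day, with 5176 without TeloHAEC control 0.2). The Eahy926 replicate similarity ranged from 0.548 to 0.578 without 1 treatment and was past the threshold in none of these 4 cases, with exact p of 0.0667 (the smallest that 6 libraries allow, in 2 cases), 0.2 and 0.333. With an equal number of top peaks and without TeloHAEC control 1.1, VEGF omission gave 992 bins. Asking also for no peak in the day 0 controls, which can only remove regions, left 1620, 1436 and 209 gained regions in TeloHAEC (IL1b, TNFa, VEGF omission) and 45, 639 and 246 in Eahy926 (IL1b, TNFa, VEGF addition).

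Of 1005 repeats of the 100 named bins under other settings, 759 kept the call, 243 lost it and 3 reversed. On chromosome 2, the bin from 208110001 to 208120000 had a line difference in response of 3.52, which became -0.79 with stricter peaks and -0.59 with equal covered length, and the bin from 130410001 to 130420000 on chromosome 3 had a difference between days of -2.73, which became 0.31 with equal covered length. None of these 3 was called. Of 600 repeats without a library 497 kept the call and 103 lost it. In all, 29 bins kept it everywhere they were tested, among them all 10 between lines and none for either VEGF change or IL1b against TNFa. With stricter peaks 49 named bins lost the call, with the compared groups alone 44 did, with an equal number of top peaks 36 did and with equal covered length 37 did.

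Gene windows and gene lists were not run, the planned 50% overlap and the replicate block of gained regions cannot change a count by construction, and named bins were not followed into 50-kb bins.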

Other observations

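No tests of hypotheses were added in this part, and the comparisons below were chosen only after the results were seen.

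Bins that lost coverage with a cytokine in TeloHAEC were often those with more coverage in TeloHAEC than in Eahy926 controls. This held for 170 of the 338 bins lower with IL1b, where independent lists would share 77.2, and for 115 of the 235 bins lower with TNFa, where they would share 53.7. The bins lower with a cytokine that had less coverage in TeloHAEC numbered 35 (68.1 expected) and 25 (47.3 expected). Bins that rose with IL1b lay on both sides, with 426 among those higher in TeloHAEC (308.4 expected) and 364 among those lower (272 expected). The day 1 TeloHAEC controls enter both comparisons, which alone ties a fall with treatment to a higher control. No expectation under shared controls was computed, so the excess shows no link beyond that tie.

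Omission of VEGF and the cytokines called bins in common in TeloHAEC, 192 higher (11.4 expected of independent lists) and 61 lower (2.79 expected) with IL1b, and 205 higher (9.81 expected) and 41 lower (1.94 expected) with TNFa. All 3 comparisons use the same 2 controls, which alone ties them. No expectation under shared controls was computed for this overlap, so it does not show a shared response. In Eahy926 IL1b and TNFa had 20 higher and 47 lower bins in common. In 20 draws of simulated noise with shared controls at most 2 bins were shared, but that noise called few bins, 1.525 on average. The covariance of the IL1b and TNFa responses across bins was 0.101 in Eahy926, against 0.0896 for that noise. In TeloHAEC these covariances were 0.403 and 0.0920. The noise left out the unequal list lengths of the 2 day 1 TeloHAEC controls, so the gap does not show a shared response.

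Across all bins the responses of the 2 lines correlated at -0.06 for IL1b and 0.11 for TNFa, and VEGF omission in TeloHAEC correlated at 0.01 with VEGF addition in Eahy926. Of the regions gained with TNFa, 213 were gained in both lines, where independent lists would share 83.0, and of those gained with IL1b 8 were, where 14.1 were expected. Within TeloHAEC 2015 regions were gained with both cytokines, where 208.7 were expected, and within Eahy926 91 were, where 5.63 were expected. The cytokines of a line share their controls, which alone ties their gains, so independent lists are not the no-change value within a line. The second principal component, with 10.2% of the variance, placed TeloHAEC control 1.1 at 105.9 and no-VEGF 1.1 at 93.2, and the other day 1 TeloHAEC libraries between -20.1 and 17.2.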
